A study of Mus musculus with 6 samples. Its data were reported in "The essential role of O-GlcNAcylation in hepatic differentiation" (2023).

How the data were processed

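RNA of single cells was measured with a 10x 3' assay in 6 libraries: 1 hepatocyte library and 2 nonparenchymal libraries from control mice and the same from OGT-KO mice, 5 weeks after virus. Livers were perfused with collagenase, a slow spin at 50 g pelleted hepatocytes, and nonparenchymal cells were taken from what stayed above. The authors ran Cell Ranger 6.0.2 against mm10 and deposited raw matrices of UMI counts over all barcodes. The values were checked to be whole numbers. Coordinates are those of GRCm38 in GENCODE vM21, where Oga carries its older symbol.

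Groups were taken from the labels. Most lists of genes, the markers of cell types, most tests, the rule for named genes and most alternatives were fixed before the data were examined. Later choices are named as such.

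Cells were called per library. A barcode was kept when its UMIs exceeded the 99th percentile of the top 10000 barcodes divided by 10, or when it had at least 500 UMIs and differed from the profile of barcode ranks 45000 to 90000 in 5000 Monte Carlo draws at a false discovery rate of 0.01. The limits of the study followed: 100 to 7000 genes, and under 75% mitochondrial UMIs in hepatocyte and under 20% in nonparenchymal libraries. Barcodes with over 5% hemoglobin UMIs were left out, 4 of them in the OGT-KO hepatocyte library. Doublets were scored with Scrublet in scanpy 1.11.5 and the top 0.8% per 1000 cells marked, which made 2.56% to 7.40% per library, and were left out together with clusters that held markers of more than 1 class.

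All libraries were clustered together with scanpy, anndata 0.12.19 and leidenalg 0.10.2: log-normalised counts, 2000 variable genes, 20 principal components, 20 neighbours and Leiden resolution 1.0. Clusters were named from the fixed markers, and those too shallow or with mixed markers stayed unnamed. Names may differ from the study's for that reason. T, B and endothelial cells were clustered again with 15 components at resolution 0.6, and sub-clusters whose leading genes did not bear a name are given by number. A separate call per cell from the marker lists gave the same class for 95.7% of 34977 cells.

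For hepatocytes of the hepatocyte libraries, UMIs were summed without mitochondrially encoded genes and divided by the library's total and scaled as CPM, the usual unit. With 1 library per genotype no test was made. Ratios have exact 95% intervals from the UMI counts, and shares exact Clopper-Pearson intervals. Genes with at least 50 CPM in either library and a ratio of at least 2 were counted. The median log2 ratio of a list, over members with at least 10 CPM in either library, was ranked among 10000 random lists of the same size matched on mean expression. A gene at 0 was set to a floor of 3 UMIs over the group. For zonation, cells were thinned to 1000 UMIs and shallower cells left out. Correlations across cells used markers found in a share of at least 0.05 of the cells of a library.

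For the nonparenchymal libraries, UMIs were summed per library and class and tested across libraries with edgeR 4.0.16 (quasi-likelihood, filterByExpr, TMM) in R 4.3.3, where each library held at least 20 cells of the class. Endothelial cells missed this minimum in OGT-KO replicate 2, with 10 cells. Adjusted p is by Benjamini-Hochberg over the genes of a class, with calls at 0.05. Values after ± are standard errors, with 2 libraries per group. Lists with at least 5 measured members were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation. Benjamini-Hochberg ran over lists and classes together, with the lists in hepatocytes as their own family. Shares were tested with edgeR on cells per class, with the named cells of the library as total, and subsets with the cells of their class as total, less sub-clusters left out for shallow cells, doublets or genes of another class. Differences between classes were tested with an interaction term.

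Ogt and Oga are always named. In the hepatocyte libraries the 12 highest and the 12 lowest ratios among genes with at least 100 CPM are named, leaving out gene models without a name and 77 genes over 5 times higher in another class. The measured members of the zonation lists and of the study's target lists are named, and up to 4 members with the largest ratios of other lists described. In each nonparenchymal class the 10 smallest adjusted p per direction are named, leaving out genes whose CPM in empty droplets, with up to 100 UMIs, was over 0.5 times that in the class (not applied to hepatocytes), and up to 4 members per list described, smallest p first. A few genes that these rules take are not reported here.

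The alternatives were DESeq2 1.42.0, other size factors, no filter on low counts, replicate number as a block, each library left out, cells with at least 1000 UMIs, doublets kept, other scalings, a limit of 20% mitochondrial UMIs, thinning to 2000 UMIs, and hepatocyte droplets split at 1% mitochondrial UMIs or with at least 5000 UMIs. The methods were tested on simulated data made from these libraries. There edgeR recovered 91.4% to 99.0% of genes changed 4-fold and 28.6% to 71.1% of those changed 2-fold, with 1.79% to 7.10% false calls, and camera with an estimated correlation gave p between 0.00678 and 0.0288 for a planted list. The exact intervals held the true ratio for 97% and 94% of genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. RNA outside cells was not subtracted.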

Results

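Single-cell RNA was profiled from livers of control mice and of mice lacking the O-GlcNAc transferase gene Ogt in hepatocytes (OGT-KO), 5 weeks after floxed animals received a hepatocyte-targeted virus carrying eGFP or Cre. OGT adds N-acetylglucosamine to serine and threonine residues of nuclear and cytosolic proteins, and O-GlcNAcase, encoded by Oga, removes it. Each liver suspension was parted into a hepatocyte pellet and a nonparenchymal fraction. There were 6 libraries: 1 hepatocyte library and 2 nonparenchymal libraries per genotype, the latter numbered replicate 1 and replicate 2. The labels do not say whether the numbered libraries came from separate animals, so p-values here measure the spread between libraries.

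The control and OGT-KO hepatocyte libraries held 43115164 and 30858820 UMIs. The control nonparenchymal libraries held 34430248 and 44714600 UMIs, and the OGT-KO nonparenchymal libraries 90989344 and 56075593. The files list 1041790 barcodes for the control hepatocyte library, 1452916 for the OGT-KO one, and 1158205 to 2143064 for the nonparenchymal libraries. Of these, the study's stated limits on genes and mitochondrial RNA would alone keep 6270 and 51729 in the hepatocyte libraries and 7552, 8492, 10543 and 8726 in the nonparenchymal ones. After cell calling and the same limits, 3208 and 6192 cells stayed in the hepatocyte libraries, with medians of 8656.5 and 1093 UMIs per cell. The control nonparenchymal libraries kept 6930 and 8003 cells and the OGT-KO ones 9245 and 7887, with medians of 3389.5 to 6817 UMIs. In the OGT-KO hepatocyte library 48.7% of the UMIs lay in cells, against 86.6% to 90.6% in the other 5 libraries.

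The hepatocyte libraries address what the loss of OGT does to hepatocyte gene expression. OGT-KO hepatocytes carried far more RNA of several glutathione transferases, of cell cycle genes and of fetal liver genes than control hepatocytes, and far less RNA of major urinary proteins and of several periportal enzymes. Gsta1, an antioxidant-response glutathione transferase (ENSMUSG00000074183, GRCm38 chromosome 9, 78230656 to 78242684), went from 2.17 to 929.6 CPM, a log2 ratio of 8.75 (95% interval 8.40 to 9.11). The imprinted noncoding RNA H19 (chromosome 7, 142575529 to 142578143) had 0 UMIs in control hepatocytes and 111 CPM in OGT-KO hepatocytes, a log2 ratio of at least 10.19 against the floor of 3 UMIs. At the other end, Mup11 (chromosome 4, 60658466 to 60662411) went from 9310.4 to 28 CPM, a log2 ratio of -8.38 (95% interval -8.54 to -8.22).

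Of 3028 genes with at least 50 CPM in either library, 516 were at least 2-fold higher in OGT-KO hepatocytes and 345 at least 2-fold lower. With 1 library per genotype there is no test, and all intervals given for these libraries cover counting error only. The split depends on scaling: TMM factors gave 305 higher and 530 lower genes, with a median log2 ratio over all genes of -0.22 in place of 0.07, and equal weight per cell gave 372 and 407. The other named genes among the highest ratios were Scd2 (8.79), Ccnd1 (5.79), Gstm3 (5.70), Serpina7 (5.12), Ddit3 (4.15), Stmn1 (4.10), Gsta2 (4.09), Hist1h4h (3.97) and Gstm2 (3.93), together with Cfap53, which had 2 UMIs in control hepatocytes and 117 CPM in OGT-KO hepatocytes. Scd2 makes monounsaturated fatty acids, Ccnd1 encodes cyclin D1, and Ddit3 is the stress-induced transcription factor CHOP. The lowest were Mup11 (-8.38), Mup17 (-7.58), Mup16 (-6.59), Mup12 (-6.11), Mup9 (-6.06), Hsd3b5 (-5.55), Mup7 (-5.59), Dio1 (-5.02), Mup1 (-4.71), Ces3b (-4.49), Cyp2f2 (-3.97) and Mup21 (-3.93). Hsd3b5 is a male-biased steroid dehydrogenase and Dio1 the deiodinase that activates thyroid hormone. Mup paralogs are nearly identical in sequence, so the split of UMIs among them is uncertain, and all 22 Mup genes summed went from 56573 to 15071 CPM.

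Ogt itself (ENSMUSG00000034160, chromosome X, 101640060 to 101684351) went from 26.5 to 13 CPM, a log2 ratio of -1.03 (95% interval -1.30 to -0.78). UMIs count 3' tags, which may lie outside the deleted exons, so the level does not measure how complete the deletion was. Among droplets with at least 1% mitochondrial RNA the log2 ratio of Ogt was -0.55, and among the others -2.08. Oga went from 33.6 to 21.8 CPM, a log2 ratio of -0.63 (95% interval -0.83 to -0.43). In the O-GlcNAc cycling and hexosamine pathway list, 3 of 8 measured members were at least 2-fold higher, 1 at least 2-fold lower. Uap1l1, a relative of the enzyme that makes UDP-GlcNAc, was among the former at 6.17, and the latter was Ogt.

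The lists with higher levels in OGT-KO hepatocytes were those of stress, growth and fetal genes. Of the wider list of targets of the antioxidant regulator NRF2, 16 of 22 measured members were at least 2-fold higher, 0 at least 2-fold lower, and the list's median log2 ratio of 1.93 lay above every one of 10000 random lists matched on expression. The NRF2 targets taken from the study, whose text names Gsta2, Gstm1, Txn1 and Gclc for these samples, are not independent evidence. Of the 6 taken 5 were at least 2-fold higher, among them Gsta2 (4.09), Nqo1 (2.18), Txn1 (1.87) and Gstm1 (1.72), while Gclc stood at 0.37. Among targets of the tumour suppressor p53, 10 of 12 were at least 2-fold higher and 0 lower, with Cdkn1a (3.76), Gdf15 (3.06) and Bax (2.81) as examples. Of the cell cycle list 14 of 15 measured members were at least 2-fold higher, with a median of 6.0. So were 7 of 8 measured of 24 hepatoblast, biliary and tumour markers, with Afp (6.40) and Anxa2 (7.89). In the integrated stress response list, 6 of 8 were at least 2-fold higher, including Nupr1 (7.0), Fgf21 (4.67), Ddit3 (4.15) and Atf3 (3.57). Of the proteasome genes 13 of 20 were at least 2-fold higher, such as Psmb6 (1.78), Psmb5 (1.71), Psmb3 (1.66) and Psmc4 (1.63), and 0 lower. The percentile of the last 5 list medians was 100.

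Markers of Kupffer cells moved the same way: 5 of 6 measured were at least 2-fold higher, with a median log2 ratio of 6.18, and Kupffer-like cells made up 2.62% of the OGT-KO hepatocyte library against 0.156% of the control. Of the chemokines and adhesion genes 4 of 5 were at least 2-fold higher, including Cxcl10 (2.84), and of the interferon response genes 7 of 14, including Isg15 (1.97), Ifi27 (1.86) and Irf7 (1.64). YAP targets had 5 of 8 at least 2-fold higher. Of the stemness markers named by the study only Myc was measured, at -0.56, so that list was not scored.

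Lists of secreted and metabolic proteins of mature hepatocytes were lower. Of the 14 major urinary proteins measured, 12 were at least 2-fold lower and 0 higher. Of the coagulation and fibrinolysis list 9 of 18 were at least 2-fold lower and 0 higher, with Plg (-1.91) and Fga (-1.66) as examples, and of the complement list 9 of 19 were lower and 1 higher, with C2 (-2.24), C9 (-2.08) and Hc (-2.0). Bile acid synthesis and transport had 6 of 14 lower and 1 higher: Cyp8b1 (-2.98), Cyp7b1 (-2.71) and Slco1a1 (-1.97) were lower, while Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was higher at 2.42. Of the cytochrome P450s of drug metabolism 8 of 17 were at least 2-fold lower, including Cyp2c54 (-2.37) and Cyp2c37 (-2.09), and 2 higher, including Cyp2a5 (2.18). Among hepatocyte transcription factors 6 of 16 were at least 2-fold lower and 0 higher, with Onecut1 (-2.16), Foxa2 (-1.71), Foxa1 (-1.30) and Creb3l3 (-1.21) as examples. The medians of these 6 lists lay at or below percentile 0.02 of the matched random lists. In the urea cycle and amino acid list 7 of 20 were at least 2-fold lower and 0 higher, in the unfolded protein response list 5 of 16, among them Sel1l (-1.47) and Xbp1 (-1.29), and in the acute phase list 6 of 16 lower and 3 higher, the latter including Hamp (3.08) and Lcn2 (2.91).

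The study's HNF4A and FOXO1 targets were chosen on these samples and are not independent evidence. Of the HNF4A targets 3 of 6 were at least 2-fold lower, Dio1 (-5.02), Ugt2b1 (-2.43) and Pck1 (-1.74), while Apob (-0.95), Cyp27a1 (-0.95) and Apoa2 (-0.41) lay within 2-fold. Of the FOXO1 targets 3 of 5 were at least 2-fold lower, Pck1 (-1.74), Foxa2 (-1.71) and G6pc (-1.66), and Igfbp1 (-0.82) and Egr1 (0.24) lay within 2-fold. Egr1 turned to -0.88 with equal weight per cell. Medians near 0 were seen for cholesterol synthesis (0.04, turning to -0.19 with TMM factors), and for fatty acid oxidation, whose median was -0.08 and whose mean was 0.24.

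Hepatocytes of the control hepatocyte library lay mostly in clusters 3, 15, 18 and 20, and those of the OGT-KO library in clusters 1, 4, 8, 9 and 30. Clusters 24 and 26 were kept out of the class, with 901 droplets of the control hepatocyte library and 4 of the OGT-KO one. What set them apart was a low depth for their own libraries, with median UMI counts at 0.232 and 0.198 of the library medians, against 0.417 or more in the 9 clusters kept, some of which have fewer UMIs. They had no fixed hepatocyte marker among their 10 leading genes, but neither had 8 of the 9, and of 12 such markers 8 and 12 were at least 2-fold up in them, against 3 in cluster 1. With them in the class, a setting chosen after seeing the data, 482 genes were at least 2-fold higher and 328 lower. Droplets with under 1% mitochondrial RNA made up 38% of control hepatocytes (exact 95% interval 36% to 40.1%) and 54.2% of OGT-KO hepatocytes (52.8% to 55.5%), and 274 and 1402 droplets lay between 0.5% and 2%. With only droplets of at least 1% mitochondrial RNA, chosen after seeing the data, 366 genes were at least 2-fold higher and 222 lower.

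**Figure D1:**
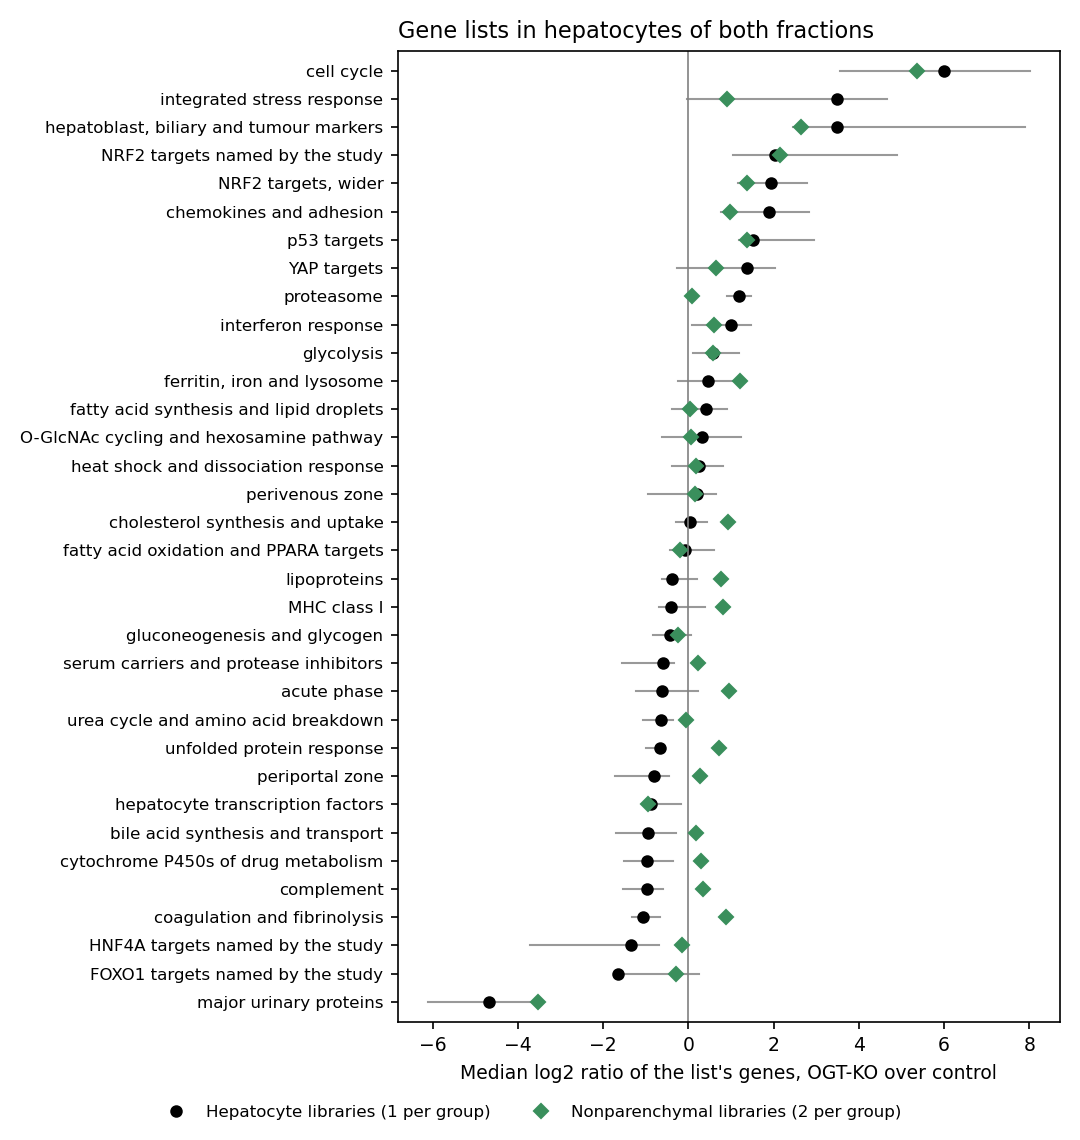
Median log2 ratio, OGT-KO over control, of each gene list, cell type markers left out, in hepatocytes of the hepatocyte libraries (circles, lines show the 95% bootstrap interval over genes) and of the nonparenchymal libraries (diamonds). Of the lists drawn, cell cycle genes stand highest in both, at 6.0 and 5.36, and major urinary proteins lowest, at -4.67 and -3.54.

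Zonation was examined in the same 2 libraries through Cyp2e1, a perivenous cytochrome P450 (chromosome 7, 140763739 to 140774987), and Cyp2f2, a periportal one (chromosome 7, 27119909 to 27133660). Several periportal genes, Cyp2f2 first, were lower in OGT-KO hepatocytes, and perivenous genes went both ways. With every cell thinned to 1000 UMIs, hepatocytes with neither transcript went from 11.9% (exact 95% interval 10.4% to 13.4%, 231 of 1949 cells) to 60.7% (58.8% to 62.6%, 1577 of 2597 cells). The share with Cyp2f2 went from 58.3% to 12.6%, that with Cyp2e1 from 41.7% to 30%, and that with both from 11.9% to 3.27%. Thinning left out 224 control and 2608 OGT-KO hepatocytes with fewer UMIs. The remaining cells had medians of 15743 and 1696 UMIs before thinning, and without thinning the shares with neither transcript were 13.5% and 58.7%.

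In endothelial cells of the OGT-KO hepatocyte library, which should lack both enzymes, 10.9% had Cyp2e1 and 4.38% Cyp2f2 after thinning, over 137 cells with a median of 2552 UMIs. Both the 12.6% of OGT-KO hepatocytes with Cyp2f2 and the 30% with Cyp2e1 thus hold a background part that was not removed. Hepatocytes with neither transcript made up 3.99% and 50.3% among droplets with at least 1% mitochondrial RNA, and 26.8% and 70.3% among those under 1%.

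Over the periportal list, 7 of 18 genes were at least 2-fold lower in OGT-KO hepatocytes by CPM and 0 higher, with a median log2 ratio of -0.81: Cyp2f2 (-3.97), Hal (-2.95), Ctsc (-2.12), Gls2 (-1.77), Pck1 (-1.74), Uroc1 (-1.70) and Cps1 (-1.02). The share of cells with Hal, which breaks down histidine, went from 29.6% to 4.74%, that with Gls2, a glutaminase, from 36.3% to 13.7%, and that with the urea cycle enzyme Cps1 from 81.3% to 47.6%. In endothelial cells of the OGT-KO hepatocyte library these shares were 0.730%, 2.92% and 19.7%. Ass1 (0.37), Alb (-0.36) and Aldh1b1 (0.92) lay within 2-fold, although Alb turned to 0.11 in droplets of at least 5000 UMIs. The remaining members also lay within 2-fold: Arg1 (-0.69), Asl (-0.35), Apof (-0.34), Sds (-0.74), Etnppl (-0.89), Cdh1 (-0.99), Hsd17b13 (-0.46) and Mup20 (-0.62). Over the perivenous list 4 of 16 genes were at least 2-fold higher and 3 at least 2-fold lower, with a median of 0.19 that turned to -0.04 with TMM factors. Higher were Lect2 (1.46), Rhbg (2.19), Tbx3 (1.20) and Cyp2a5 (2.18), lower were Cyp2e1 (-1.52), Slc1a2 (-1.11) and Cyp2c37 (-2.09), and Cyp1a2 (0.10), Oat (0.61), Cyp2c29 (-0.97), Gulo (0.28), Aldh1a1 (-0.12), Cyp27a1 (-0.95) and Rgn (0.39) lay within 2-fold. The share of cells with Cyp2a5 went from 6.31% to 39.5% and that with Lect2 from 6.93% to 19.6%, against 13.1% and 4.38% in endothelial cells of the OGT-KO hepatocyte library. Glul, the glutamine synthetase of the cells around the central vein, stood at 0.28 by summed UMIs and at -0.67 with equal weight per cell, so no direction is given for it. Cyp1a2 turned below 0 with TMM factors, and Oat, Gulo and Rgn with equal weight per cell.

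Correlations across cells within each zone list were weaker in OGT-KO hepatocytes. The mean Spearman correlation among 13 perivenous genes went from 0.279 to 0.0817, that among periportal genes from 0.138 over 17 genes to 0.0361 over 15, and that between the lists from -0.164 to -0.00045. All cells were thinned to 1000 UMIs for these values. At 2000 UMIs the perivenous value went from 0.379 to 0.185, the periportal one from 0.196 to 0.0793 and that between the lists from -0.248 to -0.0218. In unthinned cells, where depth differs, they went from 0.540 to 0.255, from 0.666 to 0.188 and from -0.0901 to 0.154, so the size of the difference depends on depth.

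**Figure D2:**
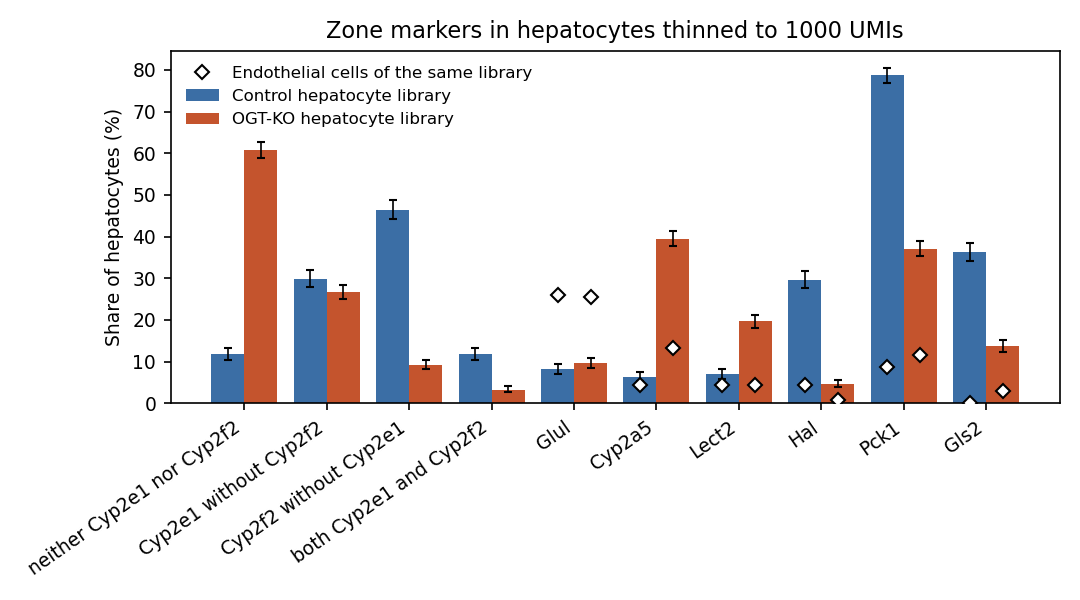
Share of hepatocytes of the control and OGT-KO hepatocyte libraries, in percent, with at least 1 UMI of the named zone markers after thinning to 1000 UMIs. Bars show 1 library each and lines the exact 95% binomial interval. Diamonds show endothelial cells of the same library, 23 in control and 137 in OGT-KO, where a Glul UMI need not be background. Cells with neither Cyp2e1 nor Cyp2f2 made up 11.9% of control and 60.7% of OGT-KO hepatocytes.

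Hepatocytes carried over into the nonparenchymal fraction were compared between genotypes with 2 libraries per group. Most of them were droplets with under 1% mitochondrial RNA, 84.5% and 89.9% in control and 78.2% and 86.3% in OGT-KO, a kind of droplet whose nature stays open, so this comparison rests on another mix of droplets than the hepatocyte libraries. In these cells Gsta1 and Ccnd1, the cyclin D1 gene, rose and Mup11 fell. Gsta1 rose by 7.66 ± 0.28 (adjusted p = 5.89e-09) on the log2 scale, with 6.48 and 6.49 CPM in the control libraries and 1359.5 and 1282 CPM in the OGT-KO libraries. Ccnd1 rose by 5.87 ± 0.28 (adjusted p = 3.83e-08), from 5.40 and 3.82 to 239.9 and 268 CPM. H19 had 0 UMIs in both control libraries and 131 and 162 CPM in the OGT-KO libraries, at least 359-fold higher against a floor of 3 UMIs over the group. Mup11 had a log2 fold change of -7.47 ± 0.37 (adjusted p = 3.83e-08), with 3378 and 4606 CPM in the control libraries and 14 and 29.2 CPM in the OGT-KO libraries.

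By edgeR quasi-likelihood tests on summed UMIs with Benjamini-Hochberg adjustment, 1525 of 10098 genes rose and 1072 fell. DESeq2 called 1711. For 1680 of the called genes the level in empty droplets was over 0.5 times that in the cells, which did not bear on the choice of genes named. Further genes that rose were Ube2c (7.46), Gstm3 (5.19), Ly6d (5.99), Cdca3 (7.28) and S100a11 (4.59), and Cdkn3 and Cdc20, which had 2 and 3 control UMIs, stood at 76.6 and 103 CPM and at 70.3 and 85.9 CPM in the OGT-KO libraries. The others that fell were Hsd3b5 (-6.76), Mup16 (-5.90), Mup12 (-5.22), Mup17 (-5.19), Mup7 (-5.16), Mup1 (-4.65), Sult2a8 (-4.58), Gadd45g (-4.51) and Serpina12 (-4.12). Oga fell, with a log2 fold change of -0.77 ± 0.25 (adjusted p = 0.038). Ogt had -0.34 ± 0.38 (adjusted p = 0.547), and its level in empty droplets was 11.2 times that in these cells. Most of these hepatocytes lay in clusters 3 and 15 in the control libraries and in clusters 1 and 8 in the OGT-KO libraries, and 66 and 121 droplets of the control libraries in clusters 24 and 26 were kept out, against 0 and 0.

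Of the 20 cell cycle genes 20 rose, 0 fell and 0 did not pass the test, with the list called up by camera (adjusted p = 4.95e-47, or 0.268 with an estimated correlation), and its median log2 fold change was 5.36, or 5.28 with genes at 0 in both controls set to their bound. Birc5, which blocks apoptosis in dividing cells, rose by 6.69. Of 23 wider NRF2 targets 14 rose, 2 fell and 7 did not pass the test, and 15 rose and 2 fell adjusted over the list alone (adjusted p = 2.37e-21, or 0.268 estimated). Gstm2 (3.59) was among those that rose and Gstp1 (-0.71) and Gclm (-0.61), chosen after their values were seen, fell. Of the 6 NRF2 targets taken from the study, which are not independent evidence, 4 rose, also adjusted over the list alone, including Nqo1 (4.34) and Gstm1 (1.30) (adjusted p = 7.18e-09, or 0.268 estimated). Of 14 hepatoblast, biliary and tumour markers 11 rose, 0 fell and 3 did not pass the test, and 12 rose and 0 fell adjusted over the list alone, with Anxa2 (4.06) and Spp1 (4.27) as examples (adjusted p = 1.52e-13, or 0.268 estimated). Of 13 p53 targets 11 rose and 2 did not pass the test, the same counts adjusted over the list alone, including Cdkn1a (2.91), Gdf15 (2.44) and Btg2 (1.70) (adjusted p = 2.31e-08, or 0.268 estimated). In the integrated stress response list 5 rose, 1 fell and 5 did not pass the test, and 6 rose and 2 fell adjusted over the list alone (adjusted p = 0.0017, or 0.356 estimated): Ddit3 (3.15), Atf3 (3.47) and Trib3 (3.59) rose and Chac1 (-1.85), also chosen after its value was seen, fell.

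Of 14 major urinary proteins 12 fell and 2 did not pass the test, the same counts adjusted over the list alone (adjusted p = 4.77e-43, or 0.268 with an estimated correlation). Of 16 hepatocyte transcription factors 1 rose, 11 fell and 4 did not pass the test, and 1 rose and 12 fell adjusted over the list alone: Onecut1 (-2.06), Ppara (-1.57), Prox1 (-1.48) and Nr1i3 (-1.21) fell and Foxa3 (0.73), chosen after its value was seen, rose. That list had adjusted p = 1.99e-05, or 0.268 estimated. Cytochrome P450s went both ways, with 6 that rose, led by Cyp2a5 (3.26), Cyp1a2 (2.0) and Cyp3a11 (1.72), and 2 that fell, the zone markers Cyp2f2 (-1.02) and Cyp2e1 (-0.71), chosen after their values were seen, and 7 and 2 adjusted over the list alone (adjusted p = 0.0311 up, or 0.434 estimated). The zonation lists were not called: of 18 periportal genes 5 rose, 4 fell and 9 did not pass the test (adjusted p = 0.236), with Aldh1b1 (3.05), Apof (1.41) and Alb (1.39) up and Hal (-1.41) and Cyp2f2 (-1.02) down, and of 17 perivenous genes 6 rose, 3 fell and 8 did not pass the test (adjusted p = 0.112), with Lect2 (2.57) up and Glul (-1.85) down. Adjusted over the list alone, 5 rose and 4 fell in the periportal list, and 7 rose and 3 fell in the perivenous one. Neither were the study's HNF4A and FOXO1 targets, which are not independent evidence, with 2 of 6 and 2 of 5 that fell: Dio1 (-2.98) and Pck1 (-0.79) in the former, Foxa2 (-1.05) and Pck1 (-0.79) in the latter. In the O-GlcNAc pathway list Uap1l1 (3.50), Pgm3 (1.63) and Nagk (1.09) rose and Oga fell (adjusted p = 0.24).

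The acute phase, coagulation and unfolded protein response lists, lower in the hepatocyte libraries, were not lower here. Of 18 acute phase genes 10 rose, 1 fell and 7 did not pass the test, and 12 rose and 1 fell adjusted over the list alone, with Lcn2 (4.21), Hamp (2.54) and Apcs (2.40) as examples (adjusted p = 1.61e-06, or 0.268 with an estimated correlation). Of 18 coagulation genes 10 rose, 0 fell and 8 did not pass the test, and 13 rose and 0 fell adjusted over the list alone, with Kng1 (1.62), Serpind1 (1.39) and Serpinc1 (1.19) (adjusted p = 0.000135, or 0.356 estimated), and of 14 lipoprotein genes 7 rose, 0 fell and 7 did not pass the test, and 11 rose and 0 fell adjusted over the list alone, with Apoc2 (2.52) and Apoa4 (2.42) (adjusted p = 2.18e-05, or 0.268 estimated). Cholesterol synthesis had 9 of 18 that rose, including Dhcr7 (1.73), and 9 rose and 1 fell adjusted over the list alone (adjusted p = 0.00194, or 0.495 estimated). The unfolded protein response had 7 that rose, including the chaperones Hspa5 (1.57) and Hsp90b1 (1.40), and 1 that fell, and 8 and 1 adjusted over the list alone (adjusted p = 0.018, or 0.495 estimated). Bile acid genes were not called down, with a median of 0.18 and a mean of -0.02. Markers of neutrophils also rose in these cells (3 of 5, and 4 adjusted over the list alone, adjusted p = 0.00126, or 0.268 estimated), as did those of monocytes (4 of 5, and 5 adjusted over the list alone, median 2.43, adjusted p = 0.0195, or 0.503 estimated), and both classes were more numerous in the OGT-KO nonparenchymal libraries. The proteasome list was not called here, with 1 of 20 members that rose (adjusted p = 0.837). Of the genes named for these hepatocytes, empty-droplet levels were over 0.5 times the class level in Ccnd1, Ube2c, Ly6d, S100a11, Oga, Birc5, Anxa2, Spp1, Btg2, Ddit3, Atf3, Chac1, Uap1l1, Nagk, Lcn2, Dhcr7, Hspa5 and Hsp90b1, beside Ogt.

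The comparisons in the fractions share no library, though mice may be shared. Across 3026 genes, which are not independent replicates, the log2 ratios of the hepatocyte libraries and the fold changes of hepatocytes in the nonparenchymal libraries had a Spearman correlation of 0.441 and a Pearson correlation of 0.695, and 65.7% had the same sign. Of 859 genes at least 2-fold apart in the hepatocyte libraries, 413 were called in the nonparenchymal libraries, 215 higher in OGT-KO and 179 lower in both, and 19 in opposite directions. That last count depends on the setting: it was 3 without OGT-KO replicate 1, 8 without OGT-KO replicate 2, 47 without control replicate 1, 29 without control replicate 2, 14 by DESeq2 and 36 with replicate number as a block. With only droplets of at least 1% mitochondrial UMIs in the hepatocyte libraries it was 9 of 359, and with only those under 1% it was 83 of 533, all these settings chosen after seeing the data. Of the 19, 14 were lower in the hepatocyte libraries and rose in the nonparenchymal ones, among them Serpind1 (1.39), and the fibrinogen genes Fga, Fgb and Fgg, at log2 ratios of -1.66, -1.22 and -1.24 and log2 fold changes of 1.20, 0.86 and 0.77. Gstp1 went the other way, at 1.83 and -0.71. The fibrinogen genes and Gstp1 were chosen for naming here after their values were seen.

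The nonparenchymal libraries address which other liver cells accompany hepatocyte OGT loss. Monocytes and neutrophils made up larger shares of non-hepatocyte cells in both OGT-KO libraries than in either control library, but no class was called over this total without a replicate block. Neutrophils were 3.23% and 5.00% in the control libraries and 12.7% and 25.4% in the OGT-KO libraries (log2 ratio 2.21 ± 1.46, adjusted p = 0.941 by edgeR). Monocytes were 1.31% and 2.17%, then 6.75% and 13.3% (2.53 ± 1.48, adjusted p = 0.941). Kupffer cells varied more between the numbered libraries than between genotypes, at 29.5% and 3.99% in control and 29.5% and 1.48% in OGT-KO, and endothelial cells likewise at 23.1% and 1.92%, then 10.0% and 0.190%. T cells were 21.8% and 55.3% in control and 15.6% and 32.3% in OGT-KO, B cells 10.1% and 18.9%, then 4.70% and 14.4%, NK cells 2.62% and 5.77%, then 5.33% and 7.37%, and dendritic cells 7.58% and 6.66%, then 14.5% and 5.27%. The totals were 5200 and 4836 cells in control and 6340 and 5275 in OGT-KO.

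Of 12 classes 0 were called, and 0 had an unadjusted p under 0.05, the smallest being 0.115 for monocytes. With replicate number as a block, an alternative fixed beforehand, monocytes (log2 ratio 2.49, adjusted p = 0.0468) and neutrophils (2.16, adjusted p = 0.0492) were called higher, though the labels do not say that equal numbers pair libraries. With Kupffer and endothelial cells left out of the total, a setting chosen after seeing the data, monocytes and neutrophils were called higher (log2 ratios 2.28 and 1.95, adjusted p = 0.00306 and 0.00368). Cluster 11, led by Ms4a7 and Gpnmb and kept unnamed, made up 1.04% and 1.06% of all non-hepatocyte cells of the control libraries and 10.9% and 4.0% of the OGT-KO ones. Some of its leading genes rose within Kupffer cells, so its size is given only as cells kept out of the classes.

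**Figure D3:**
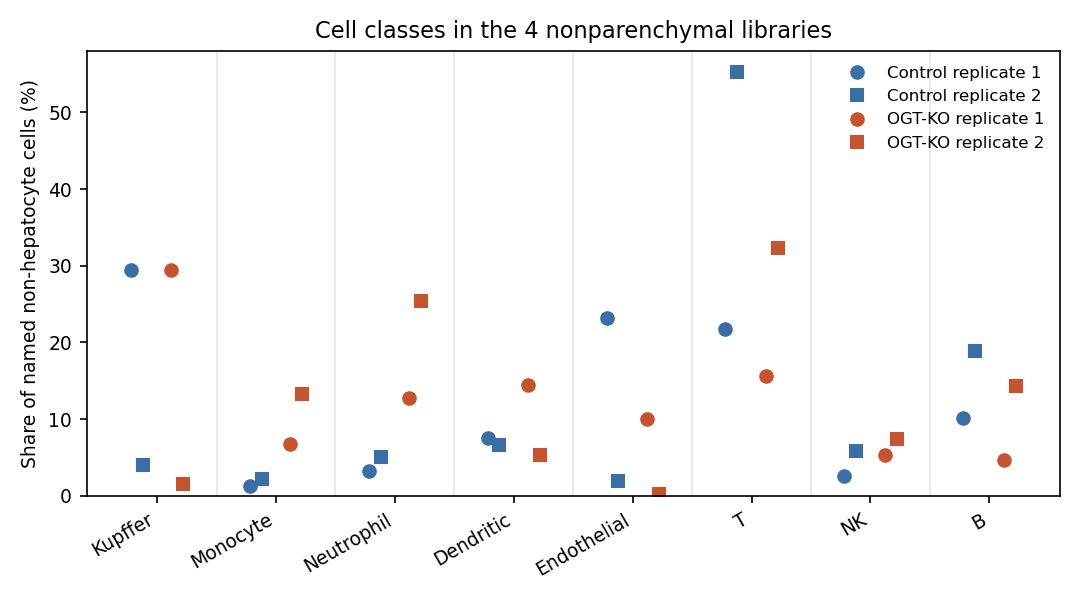
Share of named non-hepatocyte cells in each of the 4 nonparenchymal libraries, in percent, by cell class. Each point is 1 library. Neutrophils reached 12.7% and 25.4% in the OGT-KO libraries against 3.23% and 5.00% in the control libraries, while Kupffer and endothelial shares split by replicate number in both genotypes.

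In Kupffer cells the lipid- and scar-associated macrophage list was called up and the MHC class II list down at the preset correlation, and neither with an estimated correlation (adjusted p = 0.644 for both). Mmp12, a macrophage metalloelastase (chromosome 9, 7344381 to 7369499), rose by 6.18 ± 0.23 (adjusted p = 2.20e-14) on the log2 scale, with 23.4 and 23.4 CPM in the control libraries and 1776 and 1617 CPM in the OGT-KO libraries. Trem2, a lipid receptor of macrophages, rose by 3.32 ± 0.21 (adjusted p = 4.59e-10), with 31.5 and 30.1 against 350.3 and 257 CPM. The B cell chemokine gene Cxcl13 (chromosome 5, 95956951 to 95961068) fell, with a log2 fold change of -3.55 ± 0.22 (adjusted p = 4.59e-10) and 175 and 239 against 18.1 and 11 CPM. EdgeR called 357 genes up and 215 down of 10377. The count was 365 with doublets kept and 231 by DESeq2.

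Further genes that rose were Fam20c (4.98), Cd63 (4.83), Egr2 (3.78), Mmp13 (3.67), Colec12 (3.13), Ms4a7 (2.66) and Il1rn (2.11), and Atp6v0d2, a subunit of the lysosomal proton pump with 1 control UMI, stood at 22.5 and 17.4 CPM in the OGT-KO libraries. Further genes that fell were Gbp2b (-3.07), Etv1 (-1.67), Arrdc3 (-1.58), Cd207 (-1.53), C4b (-1.52), Dmwd (-1.51), Slc25a33 (-1.39), Fpr2 (-1.26) and Nuak2 (-1.24). Ogt and Oga were not called, at -0.38 ± 0.17 (adjusted p = 0.28) and -0.16 ± 0.18 (adjusted p = 0.777). For 314 of the called genes the empty-droplet level was over 0.5 times the cell level, and the choice of the 10 smallest adjusted p per direction left these out, while members of the lists below are named at any such level. Before doublets were removed, clusters 6, 13 and 17 gave 1129, 58 and 422 cells of control replicate 1, 95, 6 and 130 of control replicate 2, 710, 1038 and 351 of OGT-KO replicate 1, and 18, 31 and 50 of OGT-KO replicate 2. Mmp12, Mmp13 and Il1rn are among the leading genes of cluster 13, Gbp2b of clusters 6 and 17 and Cxcl13 of cluster 17, so these class levels move with the makeup of the class, and no test was made within a cluster.

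Of 15 lipid- and scar-associated macrophage genes 13 rose, 0 fell and 2 did not pass the test, and 14 rose and 0 fell adjusted over the list alone, with Cd9 (4.17) beside those above (adjusted p = 9.15e-70, or 0.644 with an estimated correlation). All 7 measured MHC class II genes fell, also adjusted over the list alone, H2-Eb1 (-2.17), H2-Ab1 (-2.07), Cd74 (-1.93) and H2-Aa (-1.93) first among them (adjusted p = 1.41e-31, or 0.644 estimated). Markers of conventional dendritic cells, which also carry MHC class II, fell beside them, 2 of 6 and 3 adjusted over the list alone (median -1.57, adjusted p = 0.00581, or 0.644 estimated), and so did naive T cell genes, 2 of 7 and 3 adjusted over the list alone (adjusted p = 0.00418, or 0.644 estimated). Whether fewer dendritic cells in the class account for part of the MHC class II fall was not tested. Of 10 MHC class I genes 2 fell, Tap2 (-0.67) and Tap1 (-0.61), and 6 adjusted over the list alone (adjusted p = 0.000952, or 0.644 estimated). Of 15 phagocytosis and lysosome genes 5 rose, also adjusted over the list alone, including Ctsd (1.14) and Ctsz (0.84) (adjusted p = 1.97e-07, or 0.644 estimated). The inflammatory cytokine and NF-kB list was mixed: 7 rose, including Ccl4 (1.48) and Cxcl2 (1.78), 3 fell, including Il1b (-1.44), and 9 rose and 4 fell adjusted over the list alone (adjusted p = 2.32e-05, or 0.644 estimated). Heat shock and dissociation genes had 6 that rose, with Atf3 (2.45) and Hspa1b (1.36), and 1 that fell, Dusp1 (-1.16), the same counts adjusted over the list alone (adjusted p = 0.00249, or 0.703 estimated). In the cytotoxic list the median was -0.52 and the mean 0.15 while the test pointed up (adjusted p = 0.038, or 0.701 estimated) and turned down without control replicate 1, so no direction is given for it. Hepatocyte transcripts, a measure of free RNA, fell in these cells, 6 of 15 members and 8 adjusted over the list alone (adjusted p = 5.54e-09, or 0.644 estimated). Empty-droplet levels were over 0.5 times the class level for Cd9, H2-Eb1, H2-Ab1, Cd74, H2-Aa, Tap2, Tap1, Ctsz, Ccl4, Cxcl2, Il1b, Atf3 and Hspa1b among the members named here.

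**Figure D4:**
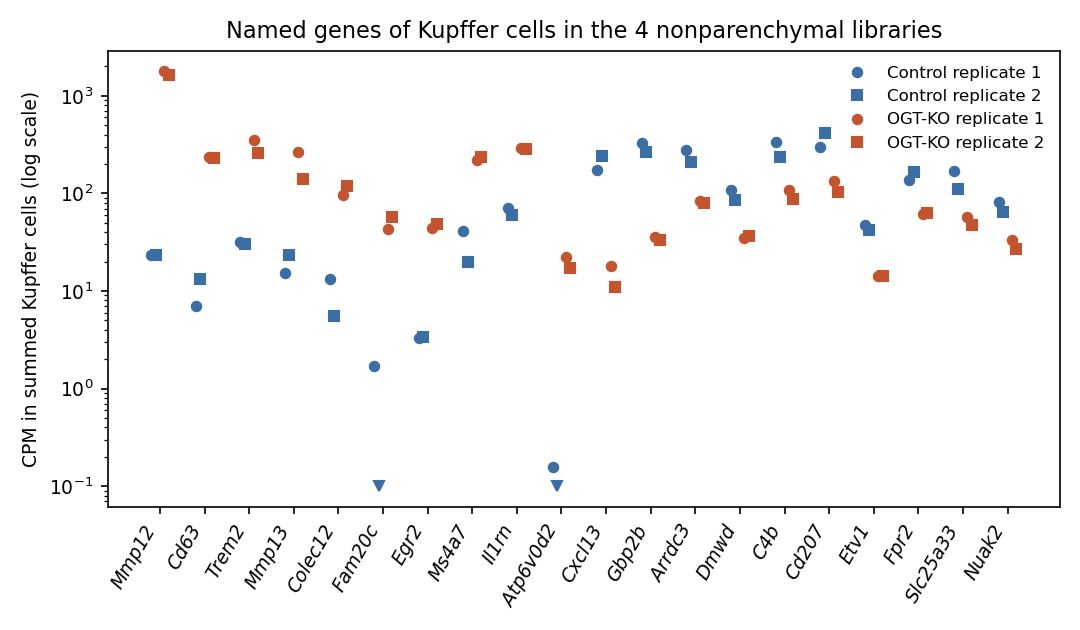
CPM, on a log scale, of the 20 named genes in summed Kupffer cells of each nonparenchymal library. Each point is 1 library, and triangles mark 2 values of 0, drawn at 0.1. Mmp12 stands at 23.4 and 23.4 CPM in the control libraries and at 1776 and 1617 CPM in the OGT-KO libraries.

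In monocytes the interferon response list was called down and the phagocytosis and lysosome list up at the preset correlation, and neither with an estimated correlation (adjusted p = 0.644 for both). Cxcl9, an interferon-gamma-induced chemokine gene (chromosome 5, 92321347 to 92328079), fell, with a log2 fold change of -3.51 ± 0.19 (adjusted p = 2.25e-05) and 509.6 and 645 against 41.4 and 59.1 CPM. The guanylate-binding protein gene Gbp2 had -2.21 ± 0.15 (adjusted p = 8.75e-05), and Ccr1, a chemokine receptor gene, rose by 1.83 ± 0.18 (adjusted p = 0.000562). EdgeR called 114 genes up and 155 down of 9086. DESeq2 called 220. Others that rose were Osm (2.14), Gpr183 (1.75), Tgfbi (1.61), Vcan (1.53), C5ar1 (1.27), Thbs1 (1.23), Tlr2 (1.15) and Ptafr (1.06). Others that fell were Dusp16 (-2.56), Ly6i (-2.26), Tiam2 (-2.16), Rap1gap2 (-1.74), Ear2 (-1.67), Ldlrad3 (-1.48), Ace (-1.38) and Tmcc1 (-1.19), with Ace a gene of patrolling monocytes. The choice of the 10 smallest adjusted p per direction left out 175 called genes for their empty-droplet level. Ogt and Oga were not called, at -0.55 ± 0.14 (adjusted p = 0.0632) and 0.18 ± 0.18 (adjusted p = 0.709).

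Of 20 interferon response genes 6 fell and 0 rose, also adjusted over the list alone, including Irf1 (-1.29) and Psmb9 (-0.84) (median -0.16, adjusted p = 2.16e-07, or 0.644 with an estimated correlation). Of 10 MHC class I genes 3 fell, H2-Q7 (-1.45), Tap1 (-0.72) and H2-K1 (-0.66), and 9 adjusted over the list alone (adjusted p = 3.60e-09, or 0.644 estimated). Of 15 phagocytosis and lysosome genes 5 rose, including Lgmn (1.09) and Ctsd (0.77), and 8 adjusted over the list alone (adjusted p = 2.32e-09, or 0.644 estimated). The lipid- and scar-associated list had 4 that rose and 2 that fell, the latter Cd36 (-2.64) and Lpl (-1.54), and 7 and 4 adjusted over the list alone (adjusted p = 0.0369, or 0.644 estimated). The Kupffer cell identity list was called up beside them, with 1 of 8 that rose and 2 adjusted over the list alone (median 1.39, adjusted p = 0.00202, or 0.67 estimated). Neutrophil markers were called down, with 2 of 7 that fell, also adjusted over the list alone (median -0.32, adjusted p = 0.0288, or 0.694 estimated), and turned up without control replicate 1. So were naive T cell genes, with 1 of 5 that fell, and 1 rose and 3 fell adjusted over the list alone (median -1.60, adjusted p = 0.00108, or 0.644 estimated). RNA of other cells among these cells was not told apart from change within monocytes. Empty-droplet levels were over 0.5 times the class level for Irf1, Psmb9, H2-Q7, Tap1, H2-K1, Lgmn, Ctsd, Cd36 and Lpl among the members named here.

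Neutrophils showed the most changed genes of the immune classes, 522 up and 637 down of 7044, with 664 in all by DESeq2. Siglecf, a receptor gene of eosinophils and of tissue-resident neutrophils, rose by 2.38 ± 0.23 (adjusted p = 9.92e-05), with 29.2 and 33.8 against 178 and 157 CPM, and the transcription factor gene Bhlhe40 by 2.91 ± 0.24 (adjusted p = 5.92e-05). Fosb (chromosome 7, 19302696 to 19310051) fell, with a log2 fold change of -3.08 ± 0.23 (adjusted p = 5.36e-05), and the chemokine gene Ccl6 had -2.09 ± 0.18 (adjusted p = 5.92e-05), with 3031 and 2836 against 609 and 765 CPM. Siglecf leads cluster 23, which with cluster 5 makes up the class. Before doublets were removed cluster 23 held 3 and 10 cells of the control libraries and 305 and 400 of the OGT-KO libraries, and cluster 5 170 and 262, then 522 and 1038. These class levels thus move with the makeup of the class, and no test was made within a cluster. Others that rose were Hic1 (5.48), Ltc4s (5.36), Egr3 (2.93), Tgfbr1 (2.54), Otulinl (2.52), Gngt2 (2.0), Osgin1 (1.90) and Irf2bp2 (1.70), where Ltc4s makes leukotriene C4. Others that fell were Gbp2 (-2.86), Mpzl3 (-2.38), Klf2 (-2.28), Per1 (-2.14), Dgat1 (-2.10), Klf3 (-2.03), Sgms2 (-1.99) and Sik1 (-1.98). The choice of the 10 smallest adjusted p per direction left out 572 called genes for their empty-droplet level. Ogt and Oga were not called, at -0.51 ± 0.17 (adjusted p = 0.0568) and -0.26 ± 0.16 (adjusted p = 0.309).

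Of 10 neutrophil markers 4 fell, Retnlg (-2.49), Mmp9 (-0.84), S100a9 (-0.81) and S100a8 (-0.58), and 5 adjusted over the list alone (adjusted p = 0.00249, or 0.644 with an estimated correlation). Of 19 interferon response genes 7 fell and 0 rose, including Gbp7 (-1.27), Tap1 (-0.86) and Psmb9 (-0.79), and 8 adjusted over the list alone (adjusted p = 0.00108, or 0.644 estimated). Of 15 heat shock and dissociation genes 8 fell, including Dusp1 (-1.91), Fos (-1.87) and Atf3 (-1.27), and 3 rose, the same counts adjusted over the list alone (adjusted p = 0.0037, or 0.644 estimated). Of 12 phagocytosis and lysosome genes 6 rose, including Cd63 (1.42) and Ctsz (1.12), and 1 fell, and 8 and 2 adjusted over the list alone (adjusted p = 0.000428, or 0.644 estimated). The lipid- and scar-associated list had 5 that rose, including Itgax (2.02) and Cd9 (1.04), and 2 that fell, including Lgals3 (-0.75), the same counts adjusted over the list alone (adjusted p = 0.0349, or 0.644 estimated). Empty-droplet levels were over 0.5 times the class level for Gbp7, Tap1, Psmb9, Ctsz and Lgals3 among the members named here.

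In dendritic cells no gene of 10420 was called by edgeR, with 802 genes at an unadjusted p under 0.05 and 35 up and 20 down by DESeq2. Without OGT-KO replicate 1 or 2 edgeR called 263 or 288. With replicate number as a block, an alternative fixed beforehand, it called 178, and in this class libraries of equal number were most alike, with a correlation of 0.445 in their deviations from group means, although the labels do not pair them. Ogt was at -0.32 ± 0.15 (adjusted p = 0.686) and Oga at -0.11 ± 0.17 (adjusted p = 0.909). Plasmacytoid markers as a list were lower (adjusted p = 6.65e-06, median -0.76) and lipid- and scar-associated genes higher (adjusted p = 0.00197, median 0.72), with no member of either called among all genes and 0 and 2 called adjusted over the list alone. Under an estimated correlation both lists had adjusted p = 0.644. The lipid- and scar-associated list turned to lower without OGT-KO replicate 1, so its direction rests on 1 library. Heat shock and dissociation genes were higher as a list, with 0 of 16 called among all genes and 5 that rose adjusted over the list alone (median 0.42, adjusted p = 0.00042, or 0.644 with an estimated correlation). Monocyte markers were higher too (adjusted p = 0.000259, or 0.646 estimated, median 0.69), with 1 that rose adjusted over the list alone. Lists of lymphocytes were lower, and the first of them had the smallest adjusted p: NKT and innate-like genes (adjusted p = 1.12e-09, median -2.04), B cell markers (adjusted p = 1.51e-08) and T cell markers (adjusted p = 1.19e-05). Of their members 0, 0 and 1 rose and 6, 5 and 6 fell adjusted over the list alone and none among all genes, and with an estimated correlation each had adjusted p = 0.644. Lymphocyte and monocyte RNA among these cells was not told apart from change within dendritic cells.

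In T cells the lists of cytotoxic, checkpoint and regulatory genes were called up and that of NKT and innate-like genes down at the preset correlation, with members in both directions in each, and none with an estimated correlation (adjusted p = 0.644 for each). Cd8a rose by 2.23 ± 0.22 (adjusted p = 0.000341), with 53.5 and 62.3 against 348 and 201 CPM, and the granzyme gene Gzmk (chromosome 13, 113171608 to 113225908) by 4.16 ± 0.49 (adjusted p = 0.000812), with 4.23 and 5.54 against 145 and 41.2 CPM. The receptor gene Klrb1c, which encodes NK1.1, fell, with a log2 fold change of -1.53 ± 0.20 (adjusted p = 0.00184). EdgeR called 177 genes up and 92 down of 11251. Others that rose were Ccl1 (4.60), Il17a (3.91), Spsb1 (3.29), Kcnk1 (3.23), Cd163l1 (2.71), Krt83 (1.68), Cd8b1 (1.5) and Runx3 (1.15). Others that fell were Serpina3f (-1.81), Klrb1f (-1.66), Myo6 (-1.57), Dusp2 (-1.38), Art2b (-1.19), Zbtb16 (-1.17), Igtp (-0.94), Slamf7 (-0.93) and Dtx1 (-0.93), with Zbtb16 the master regulator of NKT cells. The choice of the 10 smallest adjusted p per direction left out 155 called genes for their empty-droplet level. Ogt and Oga were not called, at -0.12 ± 0.15 (adjusted p = 0.917) and 0.10 ± 0.15 (adjusted p = 0.937).

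Of 14 cytotoxic effector genes 4 rose, including Gzma (6.14), Ccl4 (4.26) and Gzmm (1.99), and 1 fell, Ifng (-1.02), and 8 and 1 adjusted over the list alone (adjusted p = 3.03e-07, or 0.644 with an estimated correlation). Of 10 checkpoint genes 5 rose, including Pdcd1 (2.91), Havcr2 (5.04) and Lag3 (3.39), and 1 fell, Cd160 (-0.95), chosen after its value was seen, the same counts adjusted over the list alone (adjusted p = 2.32e-07, or 0.644 estimated). Of 9 regulatory T cell genes 4 rose, including Foxp3 (2.52), Tnfrsf9 (1.95) and Capg (1.72), and 1 fell, Il2ra (-0.69), likewise chosen after, and 5 and 1 adjusted over the list alone (adjusted p = 4.57e-08, or 0.644 estimated). Of 12 NKT and innate-like genes 3 fell and 1 rose, and 5 and 1 adjusted over the list alone (adjusted p = 0.000403, or 0.644 estimated). Hepatocyte markers rose as well, 5 of 12 with Alb (1.75) first, and 7 rose and 1 fell adjusted over the list alone (adjusted p = 2.10e-09, or 0.644 estimated), and the level of Alb in empty droplets was 87.8 times that in these cells. Markers of cycling cells were called up too, with 1 of 7 that rose and 2 adjusted over the list alone (median 0.87, adjusted p = 0.000993, or 0.67 estimated), the Kupffer cell identity list, with 1 of 8 and 1 (median 1.01, adjusted p = 0.00172, or 0.67 estimated), and monocyte markers, with 1 of 7 that rose and 1 that fell, and 3 and 2 adjusted over the list alone (median 0.47, adjusted p = 0.0281, or 0.644 estimated). The Kupffer list turned down without OGT-KO replicate 1, and RNA of other cells was not told apart from change within T cells. Empty-droplet levels were over 0.5 times the class level for Gzma, Ccl4, Havcr2, Lag3, Capg and Alb among the members named here.

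These class levels move with the makeup of the class. CD8 effector-type cells, named from Cd8a, Gzmk and other cytotoxic genes, were 3.31% and 2.57% of T cells in control and 35.5% and 15.5% in OGT-KO (log2 ratio 3.12 ± 0.52, adjusted p = 0.000716 by edgeR). Their share and the class levels of their naming genes are 1 observation, not separate ones. Sub-cluster 9 (T9), led by Cd163l1, Blk and Trdv4, was 2.33% and 1.21%, then 4.48% and 6.63% (1.71 ± 0.52, adjusted p = 0.0268). Sub-clusters 0, 1, 2 and 8, summed and left unnamed because their leading genes differ, went from 77.9% and 79.6% to 33.2% and 45.9% (-0.99 ± 0.47, adjusted p = 0.110) and regulatory-type cells from 6.17% and 4.45% to 15.2% and 10.4% (1.27 ± 0.49, adjusted p = 0.0629), which did not pass the test. Of these 4, most cells lay in sub-clusters 0 and 1 in the control libraries and in sub-cluster 2 in the OGT-KO libraries. Without control replicate 2 the CD8 effector-type call was lost (adjusted p = 0.0586), and without control replicate 1 or 2 that of T9 (0.12 and 0.454), while without OGT-KO replicate 2 these 4 sub-clusters and regulatory-type cells were called (both 0.0139). With TMM factors T9 was not called (0.278) and the 4 sub-clusters were (0.00823).

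**Figure D5:**
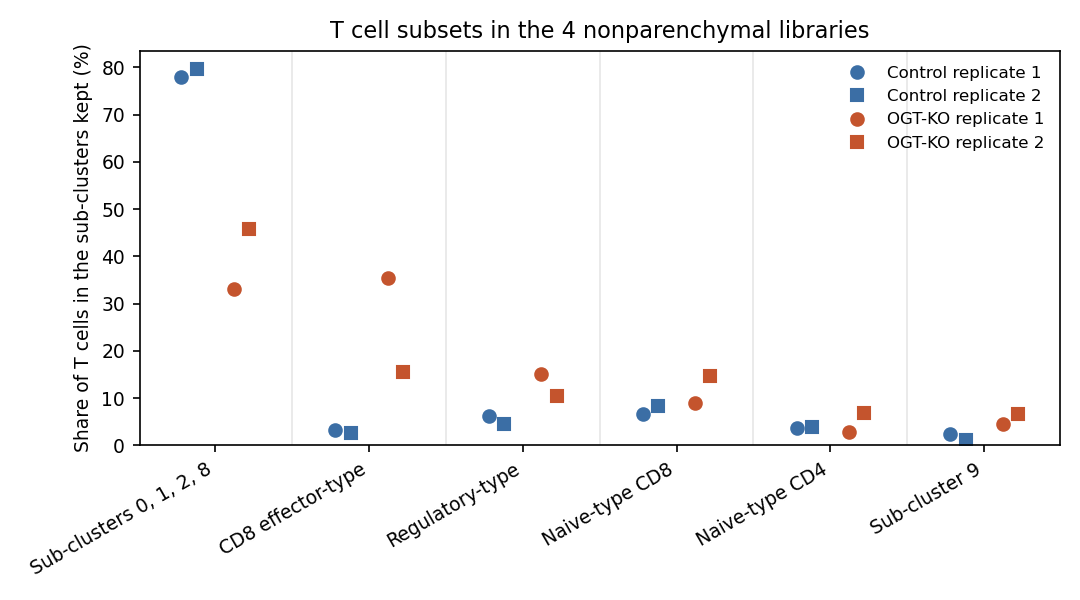
Share of T cells in the sub-clusters kept, in each of the 4 nonparenchymal libraries, in percent, by subset. Each point is 1 library. CD8 effector-type cells made up 35.5% and 15.5% of T cells in the OGT-KO libraries and 3.31% and 2.57% in the control libraries.

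Among endothelial cells, which were too few in OGT-KO replicate 2 for tests of genes, cells of sub-cluster 4 went from 2.85% and 3.23% to 18.9% and 20% (log2 ratio 2.69 ± 0.13, adjusted p = 0.000992). Of this sub-cluster 98.6% had Ntn4 and 91.8% Msr1, but its leading genes, Igfbp5 and Fbln2 first, held no periportal marker and it was left unnamed. The value of OGT-KO replicate 2 rests on 1 of 5 cells, and the call on OGT-KO replicate 1. Other endothelial cells, pooled for the test, hid shifts of sub-cluster 0 (612 and 28 cells to 14 and 0) and 1 (2 and 0 to 407 and 2). Perivenous-type endothelial cells were 21.3% and 38.7%, then 5.49% and 20% (-2.26 ± 0.57, adjusted p = 0.0629), and were called with replicate number as a block (adjusted p = 0.00245). Leaving out a library gave log2 ratios of -2.77 to -0.50. Among B cells, sub-clusters 0, 1, 2 and 5, which carry Fcer2a, together were 80.5% and 88.0% in control and 78.4% and 89.4% in OGT-KO, S100a6-type cells 13.3% and 4.41%, then 14.2% and 2.77%, and neither was called (adjusted p = 0.971 and 0.971). In all 3 of 12 subsets were called.

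In NK cells of OGT-KO livers Gzma fell, with a log2 fold change of -1.16 ± 0.20 (adjusted p = 0.016) and 5812 and 7629 against 2281 and 3749 CPM, and Ifng, the interferon-gamma gene, had -1.39 ± 0.22 (adjusted p = 0.013). The inhibitory receptor gene Cd200r1 rose by 1.95 ± 0.21 (adjusted p = 0.000907), with 34.3 and 50.6 against 192 and 154 CPM. EdgeR called 37 genes up and 26 down of 9055, and 36 in all by DESeq2. Others that rose were Ccdc184 (3.82), Nrgn (1.71), Ier5l (1.70), C1qtnf6 (1.65), Cd200r2 (1.60), Tnfrsf9 (1.23), Inpp4b (1.09) and Car2 (0.94). Others that fell were Atp8a2 (-1.89), Pim2 (-1.67), Klra9 (-1.36), Myo6 (-1.26), Itga2 (-1.21), Mirt1 (-1.04) and Zfp36l2 (-0.81). Of 9 NK markers 2 fell, Gzma and Prf1 (-1.05), and 6 adjusted over the list alone (adjusted p = 3.60e-09, or 0.644 with an estimated correlation), and of 13 cytotoxic effector genes 3 fell, and 1 rose and 5 fell adjusted over the list alone (adjusted p = 8.42e-07, or 0.644 estimated). Lists of other cell types and states were called as well: regulatory T cell genes up, with 2 of 6 that rose and 3 adjusted over the list alone (median 0.92, adjusted p = 4.43e-09), MHC class II up, with 0 of 7 and 1 (median 1.24, adjusted p = 0.000315), checkpoint genes up, with 0 of 7 and 3 (median 0.53, adjusted p = 0.00713), the lipid- and scar-associated list up, with 1 of 11 that rose, and 4 up and 1 down adjusted over the list alone (median 0.34, adjusted p = 0.0288), and naive T cell genes down, with 1 of 7 that fell and 3 adjusted over the list alone (median -0.47, adjusted p = 8.62e-05). Under an estimated correlation all of these lists had adjusted p = 0.644, and RNA of other cells was not told apart from change within NK cells. The choice of the 10 smallest adjusted p per direction left out 31 called genes for their empty-droplet level, which does not bear on the list members named. Ogt and Oga were not called, at -0.08 ± 0.14 (adjusted p = 0.91) and -0.02 ± 0.18 (adjusted p = 0.987).

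B cells changed least among the classes with calls, with 8 genes up and 22 down of 9268, 12 in all by DESeq2 and 89 without control replicate 1. Ccr7, the receptor that guides lymphocytes to lymph nodes, fell, with a log2 fold change of -1.12 ± 0.16 (adjusted p = 0.00252) and 457 and 471 against 206 and 219 CPM, and Hs3st1 had -1.91 ± 0.25 (adjusted p = 0.00096). The others that fell were Sik1 (-1.32), Tagap (-1.30), Tsc22d3 (-1.06), Cxcr4 (-1.05), Gpr171 (-0.93) and Dennd4a (-0.81). Bcl6 (1.16) and Egr3 (1.13) rose, Bcl6 being a regulator of germinal centre B cells. Ccr7, Hs3st1, Tagap and Dennd4a are among the leading genes of sub-cluster 0, which held 285 and 498 B cells of the control libraries and 45 and 94 of the OGT-KO ones, and Bcl6 of sub-cluster 1, with 42 and 113, then 90 and 353. The choice of the 10 smallest adjusted p per direction left out 18 called genes for their empty-droplet level. Ogt and Oga were not called, at -0.16 ± 0.16 (adjusted p = 1.0) and -0.08 ± 0.21 (adjusted p = 1.0). Hepatocyte markers were called up as a list with no member called among all genes, and 5 up and 2 down adjusted over the list alone (adjusted p = 0.00023, or 0.644 with an estimated correlation). The Kupffer cell identity list was called up with 1 of 5 that rose, also adjusted over the list alone (median 0.40, adjusted p = 0.000787, or 0.644 estimated), and turned down without OGT-KO replicate 1.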

Values the study reported

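The study aimed for about 10,000 cells per sample. In the study's account, T cells were captured most often in control mice and hepatocytes most often in OGT-KO mice. Monocytes were the rarest cells in control mice and endothelial cells the rarest in OGT-KO mice. The study states that its isolation caught no hepatic stellate cells.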

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

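The sex-biased and growth hormone lists, the tests on UMIs shared among Mup genes and on a female mouse, and splits of hepatocyte droplets by mitochondrial RNA or depth were chosen only after the result was seen.

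Some genes changed in opposite directions in cell classes of the same libraries. All of them also passed an edgeR interaction test adjusted over all genes, but they were picked because both calls stood in opposite directions, so that outcome was nearly fixed and is no separate evidence. Between Kupffer cells and neutrophils these were 34 of 159 genes called in both, and 8 of the 34 had an empty-droplet level under 0.5 times the class level, such as Fosb, with log2 fold changes of 1.04 and -3.08. Between Kupffer cells and monocytes they were 13 of 79, of which 4 were low in empty droplets: Ear2, Slamf8, Cd14 and Stk10. Between T and NK cells they were 3 of 27, with Tcrg-C4 low in empty droplets. Slamf8, Cd14, Stk10 and Tcrg-C4 were chosen after their values were seen.

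Stellate-like cells made up 2.63% of cells (163 of 6188) of the OGT-KO hepatocyte library and 0.125% (4 of 3208) of the control one, in data that no comparison above used.

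Many hepatocyte droplets had under 1% mitochondrial RNA, and in the control hepatocyte library they held 306 CPM of the nuclear RNAs Malat1 and Neat1 together against 834 CPM in the other hepatocyte droplets, a ratio of 0.367. Their mitochondrial share was 0.280% against 3.02% in empty droplets, a ratio of 0.0924, which argues against free RNA alone in droplets without a cell. Pieces of hepatocytes without nucleus and mitochondria may account for part of them, but 0.367 lies between the bounds set for and against this and leaves it open. No biological explanation was tested.

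Free RNA, shallow droplets or more droplets poor in mitochondrial RNA could set the genes at least 2-fold apart between the hepatocyte libraries. With hepatocytes of at least 1% mitochondrial UMIs alone, the median signed log2 ratio of these genes was 0.854 of its full value, and with those of at least 5000 UMIs it was 0.932, which argues against either as the main cause. With 1 library per genotype, a difference between mice or preparations stays open beside the genotype.

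Mup genes, Hsd3b5 and other male-biased genes stood among the lowest hepatocyte ratios. UMIs moved between near-identical Mup genes would leave other male-biased genes in place, but the male-biased list without Mup genes had a median log2 ratio of -2.08. A female mouse is argued against by 4 Y-linked genes summed, at -0.27. Of 23 female-biased genes 6 were measured, with a median of 2.30 (bootstrap -0.83 to 8.08), 3 at least 2-fold higher and 1 lower. A gene low in control counted only if high in OGT-KO, favouring rises. Loss of male-type growth hormone signalling stays a hypothesis, and other losses of hepatocyte identity, not tested, would also lower male-biased genes.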

How the results depend on the processing

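The settings by mitochondrial UMIs split at 1% or at least 5000 UMIs, with unnamed clusters or another total, and the alternatives to the correlation between fractions were chosen after seeing the data. Of the comparisons' alternative values 95 stayed within the bounds set and 51 moved. Of values of called lists 346 kept their direction and call, 134 lost the call and 7 reversed. For named genes of the nonparenchymal libraries 1422 values kept direction and call, 34 lost and 2 gained it. For named genes of the hepatocyte libraries 948 values stayed within counting error, 690 moved and 2 of genes at least 2-fold apart reversed; a turn of sign in a gene within 2-fold counts as moved. For their lists 347 stayed and 20 moved. For shares 206 kept, 5 lost and 11 gained the call. Leaving out 1 library leaves a lone sample that is assumed to vary like the other group. The cause was not tested for the values below, except that leaving out a library also leaves fewer samples.

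Counts of called genes were as follows when each library was left out in turn: hepatocytes 1310 to 3448 (2597 with all), Kupffer cells 323 to 751 (572), monocytes 148 to 589 (269), neutrophils 707 to 1307 (1159), dendritic cells 0 to 288 (0), T cells 261 to 457 (269), NK cells 45 to 286 (63) and B cells 32 to 89 (30). DESeq2 called 1711 in hepatocytes, 231 in Kupffer cells, 664 in neutrophils, 55 in dendritic cells, 36 in NK cells and 12 in B cells. Without a filter on low counts there were 631 in monocytes, 428 in dendritic cells, 637 in T cells, 238 in NK cells and 73 in B cells. With doublets kept Kupffer cells had 365.

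The replicate numbers are not stated to pair libraries, and libraries of equal number had correlations of 0.15 to 0.445 across genes in their deviations from group means. With the number as a block the counts were 1189 in Kupffer cells, 500 in monocytes, 178 in dendritic cells, 702 in T cells, 173 in NK cells and 89 in B cells, and 2 class shares were called. Without Kupffer and endothelial cells in the total 2 shares were called, and subsets called went from 3 to between 2 and 6 when a library was left out. With an estimated correlation 0 of 63 lists in nonparenchymal classes and 0 of 19 in hepatocytes were called.

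At a minimum of 10 CPM, 1744 genes were at least 2-fold apart in the hepatocyte libraries. The difference of 48.9 points in hepatocytes with neither zone marker was 43.6 at 2000 UMIs, 45.2 unthinned, 46.3 with at least 1% and 43.4 with under 1% mitochondrial UMIs. The Spearman correlation of 0.441 between fractions was 0.358 to 0.498 without each library, 0.504 with at least 1% and 0.384 with under 1% mitochondrial UMIs.

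A few values reversed. As signed -log10 p, with each library left out in turn, the ranges were -1.45 to 16 for the Kupffer cell identity list in B cells and -0.626 to 20.1 in T cells, -0.288 to 13.4 for lipid- and scar-associated genes in dendritic cells and -0.0297 to 8.2 for cell cycle genes in NK cells (NK: list cell cycle, signed -log10 p), each turning without OGT-KO replicate 1. They were -1.33 to 5.12 for cytotoxic genes in Kupffer cells and -6.16 to 1.03 for neutrophil markers in monocytes, both turning without control replicate 1. For the naive list (T: list naive T cell, signed -log10 p) the range was -0.472 to 9.42, turning without OGT-KO replicate 2. In the hepatocyte libraries Cxcl9 turned to -0.034 with under 1% mitochondrial UMIs and Fdps to -0.000288 with equal weight per cell. Tests of endothelial genes and a marker call per cell for subsets were not run. Shallow droplets of the OGT-KO hepatocyte library limit shares per cell, and 10 endothelial cells limit OGT-KO replicate 2.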

Other observations

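Genes and lists named here were chosen after values were seen. Growth hormone targets were lower in OGT-KO hepatocytes: 7 of 8 were at least 2-fold lower in the hepatocyte libraries, with a median log2 ratio of -2.39, and in the nonparenchymal libraries 6 fell, including Socs2 (-2.93), Bcl6 (-2.42), Cish (-2.31) and Ghr (-0.82), while Igf1 rose (0.92). Of the male-biased list 16 of 19 were at least 2-fold lower in the hepatocyte libraries and 12 of 19 fell in the nonparenchymal libraries. Of 23 female-biased genes 8 were tested there and 7 rose.

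Of 5 noncoding RNAs looked at, Meg3, Kcnq1ot1, Malat1 and Neat1 were higher in OGT-KO hepatocytes, without a list or a test, and Xist was too low to compare, at 0.32 CPM or less in every group of droplets. Among droplets with at least 1% mitochondrial RNA, Meg3 went from 1.41 to 81.0 CPM, Kcnq1ot1 from 3.50 to 19.2 CPM and Malat1 from 691 to 3349.6 CPM.

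Across immune classes, Tsc22d3, a glucocorticoid-induced gene, fell in 5 classes: neutrophils (-1.95), NK cells (-1.55), monocytes (-1.51), B cells (-1.06) and Kupffer cells (-1.05), and in 3 of these its empty-droplet level was over 0.5 times the class level. Hamp, a hepatocyte transcript, rose in 6 classes, and in each its empty-droplet level was over 0.5 times the class level.

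Stellate-like cells of the OGT-KO hepatocyte library carried Dcn at 9307 CPM, Col3a1 at 2306, Colec11 at 1614.5 and Lrat at 1003 CPM. Endothelial cells made up 1.06% of the control and 3.47% of the OGT-KO hepatocyte library.

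The cells called numbered 3328 and 6281 in the control and OGT-KO hepatocyte libraries, 7312 and 8302 in the control nonparenchymal libraries and 10212 and 8111 in the OGT-KO ones. All but the largest are lower than the target quoted from the study above.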
